A study of Mus musculus with 17 samples.

How the data were processed

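Gene expression was measured by RNA sequencing in 17 libraries of mouse bone marrow-derived macrophages. Per the labels' protocols, bone marrow cells were grown for 7 days with macrophage colony-stimulating factor (M-CSF) at 50 ng/ml, and treatment was with transforming growth factor beta 1 (TGF-β1) at 5 ng/ml for 5 more days. RNA was taken from a cell suspension with a column kit, and cDNA was made by the SMART-seq2 protocol, which copies and amplifies full-length transcripts from small amounts of RNA. The labels put 5 libraries in wild-type control, 4 in wild-type TGF-β1, 5 in Smad3-knockout control and 3 in Smad3-knockout TGF-β1. The treatment text is the same on every sample, controls included, so the groups were taken from the titles, and whether control cells spent the 5 extra days in culture is not given in the sources used here. The design text speaks of sorting F4/80-positive cells with or without smooth muscle actin, but no label says which library came from which sort, so that division was not analysed here. C57BL/6J is the strain on every label.

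The deposited values are TPM, transcript abundances from RSEM, in a unit that corrects for gene length and gives every library the same total. Per the submitters' processing notes, reads went through FastQC and Trim Galore, expression was estimated with RSEM, and the mouse build was mm9; no versions are given in the sources used here. TPM keeps no read depth, so the depth of each library is unknown, and no counting interval or lower limit of detection could be given. RSEM divides reads among near-identical transcripts, so values of pseudogenes and their parent genes are uncertain. The table pairs no names with its 37620 gene IDs. Symbols were found for 32897 of them in the GENCODE vM21 annotation of GRCm38, used for names, gene types, chromosomes and transcript sequences only; no coordinates are printed, because that build is not the submitters'. The 4723 unmatched IDs held 2.84% to 5.87% of the TPM of a library and stayed in the tests. No column of values per sample was left unused.

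The sources do not settle whether a library is 1 cell or many. The title and design text speak of single-cell sequencing, while the extraction text describes a kit for many cells. A rule fixed before the data were examined was applied: for each library, the share of genes listed at 0 among those with a mean of 10 to 50 TPM in the other libraries of its group, with libraries treated as single cells if the median share was over 10%. The median was 8.78%, so the libraries were treated as replicate libraries. The result lies close to that limit, 6 of the 17 libraries are over it, and an alternative chosen after seeing the data, counting values under TPM 1 in place of 0, gave 22.5%. No label names an animal or a culture. All p-values therefore measure only the spread between these libraries, which may be technical or between single cells of 1 culture, and they are too small as a statement about animals.

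Values were analysed as log2(TPM + 1), which understates the change of low genes. Genes at TPM 1 or more in at least 3 of the 17 libraries were tested, 12158 in all, of which 11438 had a symbol. limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) was fitted once over the 4 groups, with no covariate, and contrasts gave 5 comparisons: TGF-β1 against control in wild type, the same in libraries labelled knockout, the difference of these effects, and knockout against wild type in each treatment. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Among 25 genes that every cell uses, none was listed at 0 in any library, so means ± SD are given. Gene lists fixed before the data were examined were tested with limma's camera, using a preset inter-gene correlation of 0.01, for lists with at least 3 tested members, and Benjamini-Hochberg adjustment over lists. Camera with an estimated correlation and fry were alternatives. The lists were contractile genes of myofibroblasts, extracellular matrix, TGF-β targets, microglia-type genes that depend on TGF-β, pan-macrophage genes, alternative activation, inflammatory cytokines, interferon-stimulated genes, MHC class II, cell cycle, cholesterol synthesis, glycolysis and hypoxia, Src-family kinases, osteoclast genes, markers of fibroblasts, endothelium, neutrophils, dendritic cells, lymphocytes, erythroid cells and mast cells, immediate-early stress genes, mitochondrially encoded genes and cytosolic ribosomal proteins. Smad3 was compared by a two-sided exact permutation test.

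The genes named in the text follow a rule fixed at the same time. It takes Smad3, Smad2, Smad4, Tgfb1, Tgfbr1, Tgfbr2, Acta2, Adgre1, Itgam, Cd68, Col1a1, Src and Pou4f1 in every comparison. It adds up to 10 called genes per direction with a mean TPM of at least 10 in 1 group and no overlap between the groups' libraries, leaving out clone-type names, and up to 4 members of each list with the largest differences. Src and Pou4f1 were included because the same group has published on them, so they are not independent evidence. Acta2 and Adgre1 encode proteins used in the sort, so no finding is drawn from them. A gene named outside the rule is said to have been chosen after its values were seen. Some genes that the rule takes are not reported here, but they stay in the tests, counts and lists.

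The steps were tested on simulated data in which 200 of the 12158 genes were changed, with 20 simulations per comparison. The difference of TGF-β1 effects between genotypes was not simulated, so the share of changes recovered there is unknown. For TGF-β1 in wild type, 2.46% of genes changed by 1 on the log2 scale, 20.8% of those changed by 2 and 56.4% of those changed by 4 were recovered; for libraries labelled knockout the shares were 1.79%, 16.2% and 51.1%. For knockout against wild type they were 1.34%, 14.1% and 47.4% with TGF-β1 and 4.33%, 21.9% and 58.8% in controls. Between 7.37% and 11.0% of the simulated calls were false, above the nominal 5%. Changes smaller than about 4 on this scale were therefore often not detectable. The alternatives tried were other pseudocounts, low-value filters and scalings, fits over the compared groups alone, a replicate block, leaving out each library, and, added after seeing the data, leaving out the 6 libraries with the most zeros, the number of detected genes as a covariate, protein-coding genes alone and identical rows counted once. Near-identical gene copies were found with BLAST 2.17.0 at 95% identity or more over at least 150 bases. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.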

Results

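TPM values were available for 17 libraries of mouse bone marrow-derived macrophages: wild-type control (n = 5), wild-type with TGF-β1 (n = 4), Smad3-knockout control (n = 5) and Smad3-knockout with TGF-β1 (n = 3). The study concerns the macrophage-myofibroblast transition, in which macrophages under TGF-β1 take on features of matrix-producing contractile cells, and asks which genes of it depend on Smad3, a transcription factor that carries the TGF-β signal to the nucleus. Between 7269 and 10307 genes reached TPM 1 in a library, and the most abundant gene (Ftl1, Fth1, Lyz2 or Ctsd) took 3.0% to 5.56% of the TPM. The correlation of log2(TPM + 1) across genes had a median of 0.849 between libraries of 1 group and 0.838 between libraries of different groups, so libraries of a group were hardly more alike than any others. Genes within a library are not independent replicates. Whether each library is 1 cell or many is not settled by the sources, and if each is 1 cell, the tests compare cells and not animals or cultures. In every comparison the p-values measure only the spread between these libraries, and they are too small if libraries share a culture.

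Smad3 (ENSMUSG00000032402) was examined first as a check of the genotype labels. In wild-type controls its TPM was 0, 0.01, 0, 15.38 and 11.54 in libraries 1 to 5, and it was listed at 0 in all 4 wild-type TGF-β1 libraries. In libraries labelled knockout it was 0, 0.27, 1.93, 0 and 0 in controls 1 to 5, and 6.18, 0.01 and 22.26 in TGF-β1 libraries 1 to 3. It thus reached TPM 1 in 2 of 9 wild-type and in 3 of 8 knockout libraries. The difference of mean log2(TPM + 1), knockout minus wild type, was -1.16 in controls (two-sided exact permutation p = 0.365; smallest possible 0.00794) and 2.47 with TGF-β1 (exact permutation p = 0.0286, the smallest this design allows). Smad3 transcript thus went against the labels under TGF-β1, and in controls lay in their direction without passing the test, so all groups are called by their label here, and every direction between genotypes rests on the labels alone. Values per gene cannot show whether the part deleted from the gene was transcribed.

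The first comparison asked what TGF-β1 changed in wild-type macrophages. Cd36, Lpl and Plin2 were among the genes that fell and Ctsd, Ch25h and Hes1 among those that rose. Cd36 (ENSMUSG00000002944), a scavenger receptor that takes up fatty acids and oxidised lipoproteins, went from 329 ± 475 TPM (SD, n = 5) to 0.200 ± 0.148 (n = 4), a log2 difference of -6.92 ± 0.89 (SE; limma adjusted p = 0.00179). Lpl, lipoprotein lipase, went from 1657 ± 596 to 145 ± 78.8 TPM (log2 -3.61 ± 0.54, adjusted p = 0.00371), and Plin2, a coat protein of lipid droplets, from 1008 ± 359 to 216 ± 62.6 TPM (-2.20 ± 0.29, adjusted p = 0.00179). Lgals3 (galectin-3), Esd, Rnh1 and Anxa2 also fell, with log2 differences of -2.02, -2.21, -1.65 and -1.41.

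Man2b1 and Ctsd, which encode lysosomal enzymes, rose. Ctsd, the protease cathepsin D, went from 7218 ± 3391 to 27053 ± 7369 TPM (1.98 ± 0.30, adjusted p = 0.00371). Man2b1, lysosomal alpha-mannosidase, rose by 2.46. Ch25h, which makes 25-hydroxycholesterol, went from 9.75 ± 21.4 to 436 ± 289 TPM (7.23 ± 1.21, adjusted p = 0.00846). Hes1, a target of Notch signalling, reached 74.1 ± 90.3 TPM from 0.022 ± 0.0205 (5.50 ± 0.91, adjusted p = 0.00846). The p53 targets Phlda3 and Trp53inp1 rose by 6.91 and 3.61, the receptor gene Il21r by 6.16, and Traf3ip3 and Arhgef40 by 5.45 and 3.25. In libraries labelled knockout, for which these genes did not pass, Cd36 was at 383 ± 294 TPM in controls and 124 ± 137 with TGF-β1 and Ch25h at 7.79 ± 10.6 and 527 ± 470. Ctsd did not keep its direction there, with a log2 difference of -0.40 ± 0.32 (SE; limma unadjusted p = 0.234). Laptm5, Tmsb4x and Cst3, outside the rule for named genes and chosen after their values were seen, rose by 1.5, 1.44 and 1.16.

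In all, 13 genes were higher and 9 lower after TGF-β1 in wild type, out of 12158 tested, and 1212 had an unadjusted p under 0.05. The libraries of the groups did not overlap for 339 genes, 2.79% against 1.59% by chance, and 21 of the 22 called genes were among them. The chance share, here and in the later comparisons, holds for values without ties. Genes whose libraries tie at 0 cannot separate, so it is too high for these data. Ch25h, Il21r, Hes1, Trp53inp1, Ctsd, Cd36, Lpl, Esd and Plin2 passed in each of the 9 fits that left out 1 library, but among these only Il21r and Plin2 also passed under each other pseudocount, filter and scaling and in a fit over the compared groups alone. In that fit the adjusted p was 0.0871 for Cd36 and Esd, 0.0966 for Ch25h, 0.0990 for Ctsd, 0.11 for Hes1 and Lgals3, 0.122 for Man2b1, 0.241 for Trp53inp1 and 0.162 to 0.262 for Traf3ip3, Arhgef40, Rnh1, Anxa2 and Vim. With no filter on low values it was 0.0543 for Hes1 and Man2b1, 0.0644 for Lpl, 0.0661 for Esd, 0.0758 for Ctsd, 0.0816 for Ch25h and Arhgef40, 0.0872 for Phlda3, 0.0969 for Traf3ip3, 0.107 for Lgals3 and Anxa2, 0.154 for Rnh1 and 0.207 for Vim. Pseudocount 0.1 ended the calls of Ch25h (0.0509) and Trp53inp1 (0.0605), quantile normalization that of Trp53inp1 (0.0573) and upper-quartile scaling that of Rnh1 (0.0897); Traf3ip3, Arhgef40 and Vim were lost under all 3 of these (0.0514 to 0.0907), and Arhgef40 and Vim with pseudocount 10 (0.0539 and 0.0541). A larger pseudocount shrinks the differences of low genes: with pseudocount 10 they were 4.71 for Ch25h, 3.74 for Phlda3, 3.10 for Il21r, 2.95 for Traf3ip3, 2.54 for Hes1, 1.29 for Trp53inp1, 0.99 for Arhgef40 and -3.98 for Cd36. With pseudocount 0.1 they were 8.54 for Hes1, 5.98 for Trp53inp1 and 6.13 for Arhgef40. Arhgef40 was also lost with a filter of TPM 5 (0.0666) and among protein-coding genes alone (0.0596), and Arhgef40, Traf3ip3 and Anxa2 with the number of detected genes as a covariate (0.0524, 0.0537 and 0.0503). Man2b1 and Lgals3 did not pass without TGF-β1 library 4 (adjusted p = 0.0582 and 0.0547), nor Phlda3 without TGF-β1 library 1 or 4 (0.0728 and 0.0627); Rnh1 and Anxa2 passed in 4 of the 9 fits. Both were lost without control library 3 (0.0751 and 0.0700), control 5 (0.0647 for both), TGF-β1 library 1 (0.116 and 0.0963) or TGF-β1 library 4 (0.108 and 0.102), Rnh1 also without control 2 (0.0843) and Anxa2 without control 4 (0.0789). Traf3ip3 passed only without control library 5 and Arhgef40 only without TGF-β1 library 2, with adjusted p of up to 0.109 and 0.102 in the other fits. The count was 14 without TGF-β1 library 4, 34 without TGF-β1 library 3, and 5 in a fit without the 6 libraries that listed over 10% of moderately expressed genes at 0; none of the 22 genes was among those 5, although the log2 difference of Cd36 was still -5.31 (adjusted p = 0.107) and that of Ctsd 2.03 (0.0591), while that of Vim went from -1.67 to -0.93 (0.567).

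**Figure D1:**
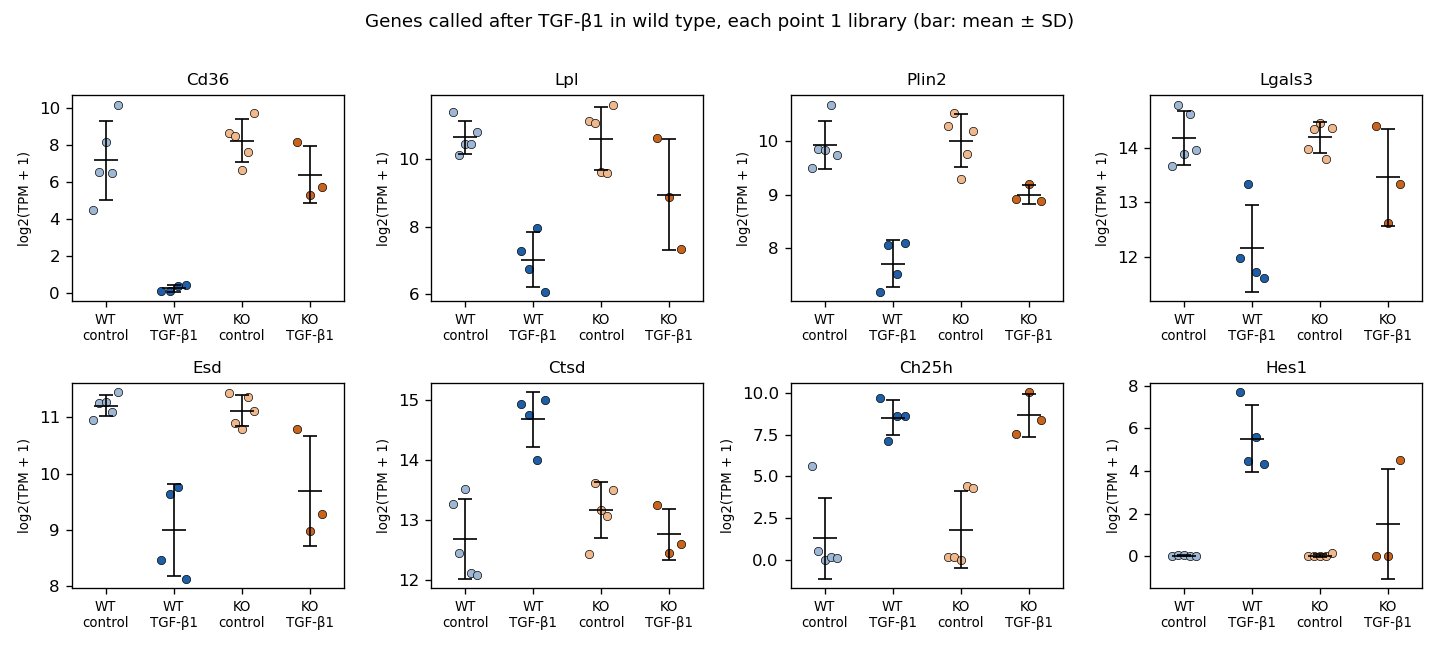
Log2(TPM + 1) of 8 genes that passed the test after TGF-β1 in wild type, by group as labelled (WT, wild type; KO, Smad3 knockout), with 1 point per library and mean ± SD. Cd36 lies at or below 0.360 TPM in all 4 wild-type TGF-β1 libraries and at or above 38.8 TPM in the 3 knockout TGF-β1 libraries.

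Among the fixed gene lists, microglia-type genes that depend on TGF-β rose together in wild type. All 8 tested members had positive differences, with a median of 3.26 (camera adjusted p = 2.36e-09; adjusted p = 0.0124 with an estimated correlation), and the mean of 3.40 was 2.18 with pseudocount 10. Over all genes 1 passed, and 8 of 8 passed when adjusted over the list alone. Tmem119 was at 1.14 ± 1.61 TPM in controls and 165 ± 146 with TGF-β1 (log2 4.95, adjusted p = 0.226), the purinergic receptor gene P2ry13 at 0.004 ± 0.00894 and 73.2 ± 58.0 (4.91, adjusted p = 0.18) and the chemokine receptor gene Cx3cr1 at 124 ± 109 and 364 ± 166 (2.74, adjusted p = 0.421). The list kept an estimated-correlation adjusted p of 0.00186 to 0.0369 in the 9 fits that left out 1 library.

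Pan-macrophage genes also rose as a list in wild type, with 16 of 23 positive and a median of 0.67 (camera adjusted p = 0.000129; adjusted p = 0.0921 with an estimated correlation), and the list's mean was 0.74, or 0.49 without control library 2. Ctsd and Laptm5 were called higher and Lgals3 lower, and when adjusted over the list alone 8 were higher and 1 lower. The complement gene C1qc was at 129 ± 148 TPM in controls and 862 ± 804 with TGF-β1 (adjusted p = 0.157). Cell cycle genes rose, with 19 of 20 positive and a median of 2.49 (adjusted p = 2.26e-06; adjusted p = 0.197 with an estimated correlation), none called over all genes and 2 when adjusted over the list alone. The list's mean per library spread from 2.99 to 7.26 in wild-type controls and only from 7.35 to 8.0 with TGF-β1. Mitochondrially encoded genes fell, all 12 negative with a median of -0.54 (adjusted p = 4.82e-05; adjusted p = 0.295 with an estimated correlation), none called singly; they held 5.70 ± 1.05% of the TPM in controls and 4.59 ± 0.795% with TGF-β1.

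Of the 20 contractile and cytoskeletal genes of myofibroblasts, 9 could be tested and 5 were listed at 0 in all libraries. Acta2 was not tested. The tested members fell in wild type, with 7 of 9 negative and a median of -0.58 (camera adjusted p = 0.0310, and 0.295 with an estimated correlation). This says nothing about the rest of the list. Vim, the intermediate filament protein vimentin, was the only called member, over all genes and over the list alone, at 4577 ± 1993 TPM in controls and 1449 ± 767 with TGF-β1 (log2 -1.67, adjusted p = 0.0446), with overlapping libraries. The largest difference in the list went the other way: Smtn, the cytoskeletal protein smoothelin, was at 2.02 ± 2.59 TPM in controls and 22.9 ± 8.99 with TGF-β1 (log2 3.39, unadjusted p = 0.0120, adjusted p = 0.344). The call of Vim was kept without control library 1 or TGF-β1 library 2 and lost in the other 7 of the 9 fits that left out 1 library (adjusted p up to 0.118). The list's call ended without control library 1 (adjusted p = 0.0535), control 3 (0.0614), TGF-β1 library 3 (0.0898) or TGF-β1 library 4 (0.0873), and its mean of -0.53 became -0.35 without TGF-β1 library 3 and -0.84 without TGF-β1 library 2. Acta2, smooth muscle actin, was at 22.5 TPM in TGF-β1 library 3, at 8.12 in control library 1 labelled knockout and at no more than 0.120 in the other 15. Of the 26 extracellular matrix genes, 17 were listed at 0 in all libraries, Col1a1 and Fn1 among them, and only P4ha1, a collagen-modifying enzyme, was tested (log2 0.59, adjusted p = 0.816). Cytosolic ribosomal proteins fell, 51 of 83 negative with a median of -0.11, none singly (adjusted p = 0.0353; adjusted p = 0.773 with an estimated correlation), a call lost under upper-quartile scaling (0.0744), with the number of detected genes as a covariate (0.0540) and without control library 3 (0.270), control 5 (0.112), TGF-β1 library 2 (0.0798) or TGF-β1 library 4 (0.348), where the mean went from -0.15 to -0.08.

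The other lists did not pass in wild type. TGF-β targets had a median of 0.40 over 14 members (adjusted p = 0.295), none called over all genes and 2 higher when adjusted over the list alone; Pmepa1, a feedback inhibitor of the pathway, had 8.70 ± 13.3 TPM in controls and 45.8 ± 4.44 with TGF-β1 (log2 3.78, adjusted p = 0.257), and Cdkn1a, the cell cycle inhibitor p21, 298 ± 206 and 1925 ± 1204 (2.76, adjusted p = 0.0595). Adjusted p was 0.115 for cholesterol synthesis, 0.258 for alternative activation, 0.935 for MHC class II, and 0.555 for inflammatory cytokines, interferon-stimulated genes, glycolysis and hypoxia, Src-family kinases, osteoclast genes and immediate-early stress genes. Adjusted over the list alone, 1 inflammatory gene, 1 Src-family kinase and 1 stress gene were higher and 2 stress genes lower. The inflammatory list's median (-0.11) and mean (0.59) differed in sign, as did those of the interferon and MHC class II lists. The chemokine gene Ccl4 was at 9.05 ± 13.2 TPM in controls and 240 ± 229 with TGF-β1 (5.60, adjusted p = 0.0595). None of Smad2, Smad4, Tgfb1, Tgfbr1, Tgfbr2, Adgre1, Itgam and Cd68 was called in any comparison. Src was listed at 0 in all 17 libraries and Pou4f1 at 0.01 in 1 and 0 in the rest.

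The second comparison put the same question to libraries labelled knockout. Microglia-type genes again rose together, with all 8 tested members positive and a median of 1.94 (camera adjusted p = 5.36e-07; adjusted p = 0.0497 with an estimated correlation). None passed over all genes and 5 passed when adjusted over the list alone. Tmem119 was at 0.058 ± 0.0884 TPM in controls and 64.6 ± 92.3 with TGF-β1 (log2 4.08, adjusted p = 0.75), and Cx3cr1 at 51.7 ± 35.8 and 467 ± 202 (3.45, adjusted p = 0.699). With an estimated correlation the list's p stayed under 0.05 only without control library 2 (0.0381), and was 0.0951, 0.0633, 0.0927 and 0.0700 without control 1, 3, 4 or 5, and 0.0572, 0.139 and 0.201 without TGF-β1 library 1, 2 or 3.

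Cell cycle genes rose in libraries labelled knockout (19 of 20 positive, median 2.14, adjusted p = 5.36e-07; adjusted p = 0.221 with an estimated correlation) and mitochondrially encoded genes fell (12 of 12 negative, median -0.43, adjusted p = 1.78e-05; 0.241 with an estimated correlation). Cytosolic ribosomal proteins fell (73 of 83 negative, median -0.40, adjusted p = 5.43e-12; adjusted p = 0.241 with an estimated correlation). No member of these 3 lists passed over all genes or over the list alone. Pan-macrophage genes rose (17 of 23 positive, median 0.54, adjusted p = 0.00439; adjusted p = 0.221 with an estimated correlation), with 4 higher over the list alone; C1qa was at 15.4 ± 21.4 TPM in controls and 743 ± 629 with TGF-β1 (6.61, adjusted p = 0.363). That call ended without control library 1 (0.0777). Inflammatory genes rose (8 of 10 positive, median 1.08, adjusted p = 0.0116; adjusted p = 0.241 with an estimated correlation), with 3 higher over the list alone, but not without control library 1 (0.0953), TGF-β1 library 2 (0.0665) or TGF-β1 library 3 (0.354), where the mean went from 1.60 to 0.89; with pseudocount 10 the mean was 0.99. Cxcl2 was at 10.0 ± 19.7 TPM in controls and 145 ± 110 with TGF-β1. Cholesterol synthesis genes fell (14 of 16 negative, median -0.60, adjusted p = 0.0366; adjusted p = 0.561 with an estimated correlation), a call lost without control library 1 (0.0777), control 4 (0.0541), control 5 (0.321) or TGF-β1 library 2, where the list's mean turned from -0.66 to 0.11 (0.650). That mean was -0.44 without control 5, -1.04 without control 2, -1.23 without TGF-β1 library 1 and -0.40 with pseudocount 10.

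Over all genes, limma called 0 higher and 1 lower in libraries labelled knockout. The unadjusted p was under 0.05 for 721 genes, and 4.89% of genes had non-overlapping groups, against 3.57% by chance. The count was 8, 0, 2, 0 and 1 without control library 1, 2, 3, 4 or 5, and 10, 3 and 2 without TGF-β1 library 1, 2 or 3. The other lists did not pass: adjusted p was 0.843 for contractile genes, glycolysis and Src-family kinases, 0.258 for TGF-β targets (1 higher over the list alone), 0.663 for alternative activation, 0.186 for interferon-stimulated genes, 0.420 for MHC class II, 0.748 for osteoclast genes and 0.0889 for stress genes. P4ha1, the 1 tested matrix gene, had a log2 difference of 1.64 (unadjusted p = 0.0254; adjusted p = 0.775). The contractile and glycolysis lists had medians and means of opposite sign.

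**Figure D2:**
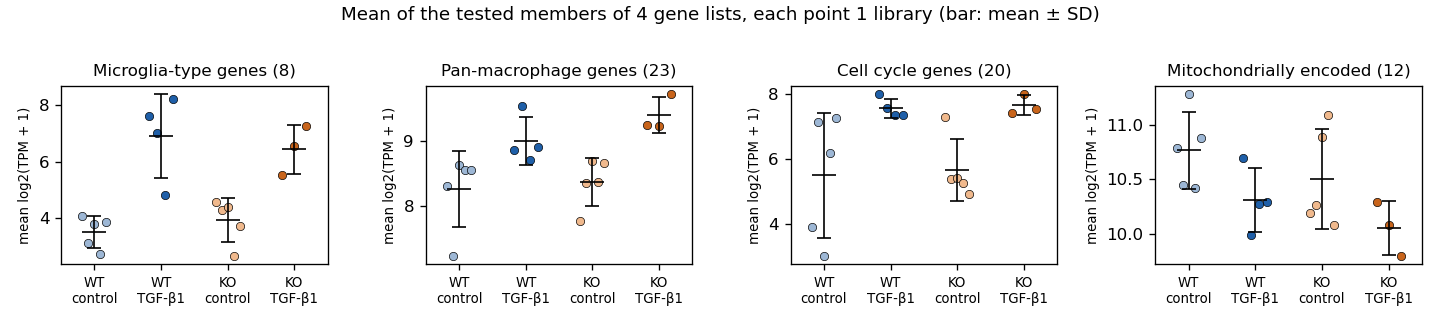
Mean log2(TPM + 1) over the tested members of 4 gene lists, by group as labelled, with 1 point per library and mean ± SD. For the microglia-type list the means were 3.51 and 6.92 in wild type and 3.92 and 6.44 in libraries labelled knockout, control and TGF-β1 in that order.

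The third comparison tested whether the TGF-β1 effect differed between genotypes, the direct measure of Smad3 dependence in this design. limma called 0 genes (569 with an unadjusted p under 0.05), and the smallest adjusted p was 0.300, for Ctsd. Without wild-type TGF-β1 library 4, 1 gene was called, Gm10157 (adjusted p = 0.0223), and without knockout TGF-β1 library 2 a different one, Fah (0.0254); with no filter on low values it was Gm11336 (0.0384). All 3 were named after their values were seen. The typical standard error of this difference was 1.43 on the log2 scale, so moderate differences were not detectable. Across the 12158 genes the effects in the 2 genotypes, which share no library, had Pearson r = 0.220 and Spearman rho = 0.185. Of the 22 genes called in wild type, 21 had the same sign in libraries labelled knockout, 13 with an unadjusted p under 0.05, and the median ratio of knockout to wild-type effect was 0.463, a value that selection for a large wild-type effect by itself tends to lower. Ribosomal proteins differed as a list (64 of 83 positive, median 0.32, adjusted p = 0.00365; adjusted p = 0.901 with an estimated correlation), a call lost without wild-type control 2 (0.115), wild-type TGF-β1 library 1 (0.130), knockout control 1 (0.0744), knockout control 2 (0.138) or knockout TGF-β1 library 2 (0.116). Its mean of 0.26 was 0.13 without knockout TGF-β1 library 2, 0.43 without knockout TGF-β1 library 1 and 0.39 without knockout control 5. The difference for microglia-type genes had a median of 0.87 (adjusted p = 0.389), and adjusted p over the other lists was 0.316 to 0.926, with 1 pan-macrophage and 1 inflammatory gene passing when adjusted over the list alone. The pan-macrophage, cholesterol, glycolysis, osteoclast and mitochondrial lists had medians and means of opposite sign.

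The fourth comparison set knockout against wild type under TGF-β1, with directions that rest on labels which Smad3 transcript goes against. Npy, which encodes the secreted peptide neuropeptide Y, was at 909 ± 380 TPM (n = 3) in libraries labelled knockout and 0.440 ± 0.369 (n = 4) in wild type, a log2 difference of 9.26 ± 0.75 (adjusted p = 1.07e-06). Cd36 was higher, at 124 ± 137 against 0.200 ± 0.148 TPM (6.14 ± 1.02, adjusted p = 0.00737), and Ctsd lower, at 7189 ± 2213 against 27053 ± 7369 (-1.91 ± 0.34, adjusted p = 0.0152); both values rest on the same wild-type TGF-β1 libraries as the first comparison. Dcstamp, a fusion protein gene of osteoclasts, was at 426 ± 77.4 against 0.070 ± 0.0548 TPM (8.63, adjusted p = 0.0440), and Chac2 was higher by 4.33. Ribosomal protein rows made up most of the other named genes: Rpl3-ps1, Rpl35a-ps2, Rpl29 and Rps2 were higher by 8.12, 4.79, 4.54 and 1.78, and Rpl34-ps1 lower by a log2 difference of -6.93. Pseudogenes and their parents share reads, so their separate values are uncertain.

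Under TGF-β1, 12 genes were higher and 7 lower in libraries labelled knockout, with 638 at an unadjusted p under 0.05 and 5.49% of genes without overlap against 5.71% by chance. Since that chance share ignores ties at 0 and is too high, this does not show that separation was no more than chance. Npy, Rpl3-ps1 and Rpl34-ps1 passed in each of the 7 fits that left out 1 library, and Npy and Rpl34-ps1 also under each other pseudocount, filter and scaling, in a fit over the compared groups alone and without the 6 libraries with the most zeros. With pseudocount 10 the log2 difference of Cd36 was 3.23 (adjusted p = 0.378), that of Dcstamp 5.42, that of Chac2 1.64 and that of Rpl34-ps1 -4.55, and with pseudocount 0.1 that of Chac2 was 7.34. The fit over the compared groups ended the calls of Rpl3-ps1 (0.0776), Rps2 (0.145), Rpl29 (0.248), Cd36 and Ctsd (0.291 for both), and Rpl35a-ps2 and Chac2 (0.441 for both). With no filter on low values, Cd36 (0.0508), Chac2 (0.0643), Rpl35a-ps2 (0.0810), Ctsd (0.113) and Dcstamp (0.13) were lost. Chac2 (0.0906), Dcstamp (0.105) and Rpl35a-ps2 (0.39) were lost with pseudocount 0.1 too, and Chac2 with pseudocount 10 (0.0515) and a filter of TPM 5 (0.0704). With the number of detected genes as a covariate, Rps2, Chac2 (0.0583 for both) and Dcstamp (0.0727) were lost, and among protein-coding genes alone Dcstamp (0.126) and Chac2 (0.157). Without the 6 libraries the adjusted p was 0.0595 for Ctsd, 0.112 for Rps2, 0.171 for Rpl29, 0.258 for Dcstamp, 0.343 for Rpl35a-ps2 and 0.44 for Chac2. Cd36 and Rpl29 did not pass without knockout library 1 (0.0823 and 0.0645); Dcstamp and Rps2 passed in 0 of the 7 (0.0921 to 0.164 and 0.0622 to 0.165). Ctsd passed only without wild-type library 3 or knockout library 1, Chac2 only without knockout library 1 and Rpl35a-ps2 only without wild-type library 1, with adjusted p of up to 0.125, 0.176 and 0.187 in the other fits. Ctsd and Rps2 were also lost under upper-quartile scaling (0.0973 and 0.0634), and Chac2 and Rpl35a-ps2 under quantile normalization (0.0877 and 0.0507). The count was 12 without wild-type library 2. Without knockout library 1 the split was 7 higher and 11 lower, and without wild-type library 3 it was 9 and 11. The other fits that left out 1 library kept more genes higher than lower. Interferon-stimulated genes were higher (10 of 11 positive, median 1.53, adjusted p = 0.0125; adjusted p = 0.868 with an estimated correlation), with none called singly; Oasl2 was at 97.0 ± 97.0 against 7.77 ± 15.3 TPM and Rsad2 at 40.5 ± 61.0 against 0.0025 ± 0.005. That call ended without knockout library 2 (0.879) or wild-type library 4 (0.154). Knockout library 2 carried most of its size: the list's mean per library was 6.68 there against 3.77 and 1.75 in knockout libraries 1 and 3, and the mean difference of 1.78 was 0.47 without it and 2.94 without knockout library 3. With pseudocount 10 it was 0.98. Mitochondrially encoded genes were lower (12 of 12 negative, median -0.20, adjusted p = 0.0275; adjusted p = 0.868 with an estimated correlation), a call lost under upper-quartile scaling (0.161), quantile normalization (0.0871), pseudocount 10 (0.0629) and the covariate (0.0593), and without wild-type library 1 (0.473), wild-type 4 (0.0825) or knockout library 3 (0.564); the mean of -0.26 was -0.13 without wild-type library 1 or knockout library 3. Ribosomal proteins were lower (59 of 83 negative, median -0.24, adjusted p = 0.000831; adjusted p = 0.868 with an estimated correlation), with Rpl29 and Rps2 called higher, and 2 higher and 1 lower over the list alone; the call ended without knockout library 2 (0.0707), where the mean went from -0.16 to -0.02. It was -0.09 under upper-quartile scaling and -0.33 without knockout library 1. The remaining lists had an adjusted p of 0.377 to 0.887. Over the list alone, 1 pan-macrophage gene was higher and 1 lower, and 1 osteoclast gene was higher. The MHC class II list had a median and mean of opposite sign, and the pan-macrophage and cell cycle lists a positive median and a test direction of lower.

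The last comparison set knockout against wild type, again by label, in control libraries. Npy was at 706 ± 522 TPM (n = 5) against 0.296 ± 0.127 (n = 5), a log2 difference of 8.71 ± 0.62 (adjusted p = 1.09e-07), or 5.74 with pseudocount 10. The other named genes were ribosomal protein rows. Rpl3-ps1 was at 598 ± 185 against 5.89 ± 7.94 TPM (7.26, adjusted p = 5.95e-05) while its parent Rpl3 was at 233 ± 47.2 against 783 ± 197 (-1.73, adjusted p = 0.00534). Rpl34-ps1 was at 2.91 ± 1.53 against 319 ± 63.5 TPM (-6.48, adjusted p = 1.33e-06), and Rpl35a-ps2, Rpl29 and Rps2 were higher by 5.41, 4.13 and 2.39. These 7 genes passed in each of the 10 fits that left out 1 library, but Rpl3 did not under upper-quartile scaling (adjusted p = 0.101) or Rpl35a-ps2 with pseudocount 0.1 (0.0713). Without the 6 libraries with the most zeros, Rpl3 (0.148), Rpl29 (0.169) and Rpl35a-ps2 (0.175) were lost, and reads shared between copies make the ribosomal values uncertain.

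In controls, 10 genes were higher and 8 lower in libraries labelled knockout (708 at an unadjusted p under 0.05; 1.06% of genes without overlap against 0.794% by chance). With upper-quartile scaling the split was 10 and 5. Among protein-coding genes without ribosomal proteins the count was 2 in controls and 3 with TGF-β1. The genotype comparisons in controls and with TGF-β1 share no library. In both, 8 genes were called higher (0.00987 by chance) and 6 lower (0.00461 by chance). These 6 include a pair of gene IDs with identical values, so the distinct totals of called genes were 17 in controls and 18 with TGF-β1. The differences correlated little across all genes (Pearson r = 0.0956, Spearman rho = 0.0513). Mitochondrially encoded genes were the only list to pass (11 of 12 negative, median -0.24, adjusted p = 0.00984; adjusted p = 0.857 with an estimated correlation), with 5.07 ± 1.39% of the TPM against 5.70 ± 1.05%; the call ended under upper-quartile scaling (0.352), with the number of detected genes as a covariate (0.0728) and without wild-type control 3 (0.272), knockout control 1 (0.255) or knockout control 2 (0.0541). Its mean of -0.26 was -0.08 under upper-quartile scaling, -0.13 without wild-type control 3, -0.16 without knockout control 5 and -0.41 without knockout control 4. Ribosomal proteins did not move as a list (adjusted p = 0.693), with 2 called higher and 1 lower and, over the list alone, 4 higher and 2 lower. The remaining lists had an adjusted p of 0.128 to 0.75, with 1 inflammatory gene higher over the list alone. The TGF-β target, alternative activation and cholesterol lists had medians and means of opposite sign, and the cell cycle and glycolysis lists a positive median and a test direction of lower.

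**Figure D3:**
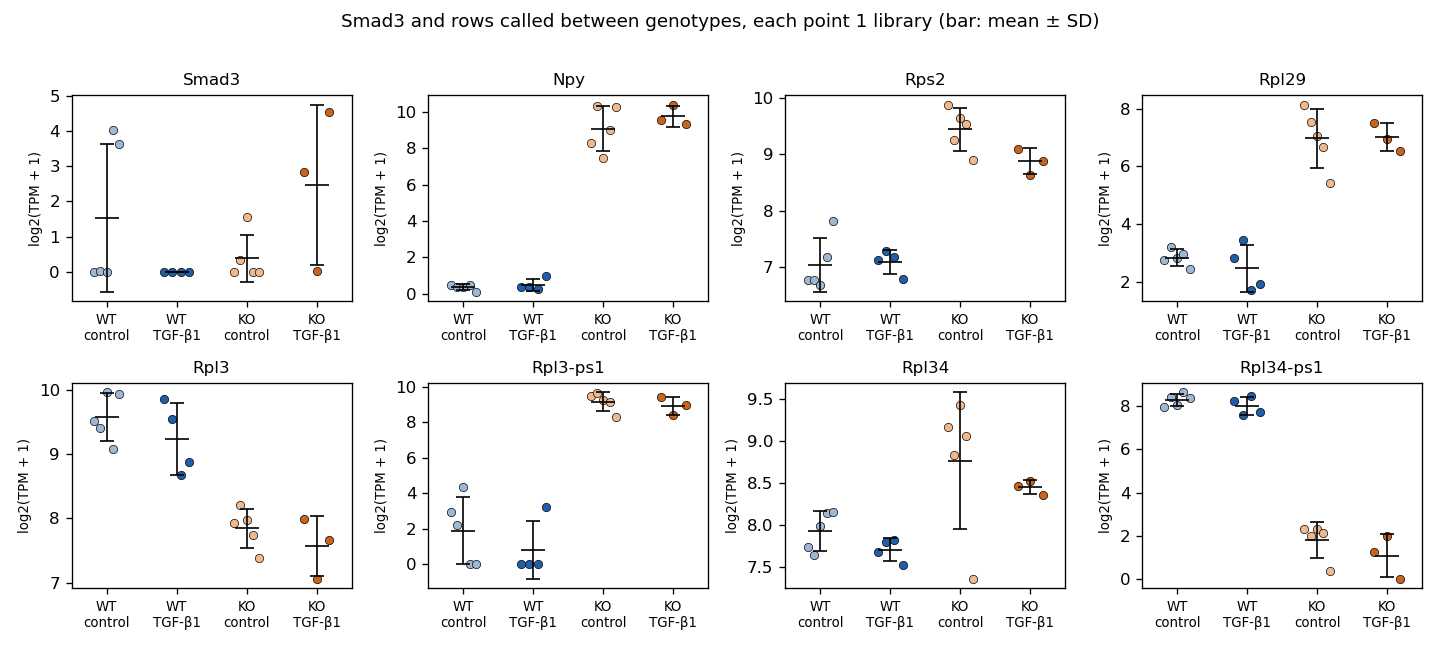
Log2(TPM + 1) of Smad3 and 7 other genes by group as labelled, with 1 point per library and mean ± SD; Rpl34 is shown as the parent of Rpl34-ps1. Smad3 reaches TPM 1 in 2 wild-type and 3 knockout libraries, while Npy separates the labels in all 17.

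Markers of other cell types were almost all listed at 0 or too low to test. No fibroblast, dendritic cell, lymphocyte, erythroid or mast cell marker was tested, and of the endothelial and neutrophil lists 2 members each, too few for a list test. None of these 4 members was called in any comparison, and 1 endothelial marker was higher in wild type after TGF-β1 when adjusted over the list alone. MHC class II genes were high in 1 library: wild-type control 3 had H2-Aa at 544 TPM and Cd74 at 1181 TPM, while the other wild-type controls listed both at 0.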

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

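The tests of shared reads, of a lost Smad3, of the number of libraries, of a library that stands apart, of label swaps and of leftover Smad3 were chosen only after the result was seen. A library lying far from the others of its group, by Dixon's ratio, was found in 36 of the 268 groups tested, 59 of them for library measures, lists and Smad3 and 209 for named or called genes; chance gives about 1 in 20. In 10 of the 36 all other libraries of the group were listed at 0, so that any value above 0 stands apart and this rate does not apply, which leaves 26 of 258. The knockout TGF-β1 group (n = 3) was not screened in this way. Its absence below does not show that none of its libraries stands apart.

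Among list means, wild-type control 2 was low for pan-macrophage genes at 7.24 (others 8.32 to 8.63), wild-type TGF-β1 library 4 low for inflammatory genes at 2.84 (5.14 to 5.47), and knockout control 1 high for cell cycle genes at 7.31 (4.91 to 5.41). The values that follow are log2(TPM + 1) of single genes. In wild-type controls, library 1 stood apart for Ch25h (5.62) and Tgfb1 (4.05), library 2 for P2ry13 (0.029) and, on the low side, Rpl5 (2.23), and library 3 for Dcstamp (6.77), Gm8615 (0.43), H2-Aa (9.09) and Cd74 (10.21). Wild-type control 5 stood apart for Traf3ip3 (4.39) and Arhgef40 (0.16), and was low for Tgfbr2 (0.37, others 3.18 to 3.70) and Cd68 (10.49, others 11.46 to 11.83).

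In wild-type TGF-β1 libraries, library 1 stood apart for Rsad2 (0.014), library 2 for Chac2 (0.15), Oasl2 (4.99) and, low, Pmepa1 (5.33), library 3 for Acta2 (4.55) and P2ry13 (0, others 6.03 to 7.14), and library 4 for Npy (0.99), Rpl3-ps1 (3.22), Cd74 (3.25) and, low, Rpl12 (6.46). In controls labelled knockout, library 1 stood apart for Acta2 (3.19), P2ry12 (3.24) and H2-Aa (3.11), and library 3 for Smad3 (1.55), Arhgef40 (1.59), Rsad2 (3.28) and 5730416F02Rik (0.084). Library 4 of that group was low for Olfml3 (0, others 3.96 to 5.26), and library 5 stood apart for Hes1 (0.18) and was low for Rpl34-ps1 (0.34) and Smad2 (1.13, others 4.89 to 5.62). Cytosolic ribosomal proteins were the 1 list whose TGF-β1 effect differed between genotypes, by a mean of 0.26 on the log2 scale (camera adjusted p = 0.00365; adjusted p = 0.901 with an estimated correlation and 0.995 with fry). That call ended without wild-type control 2 (0.115), wild-type TGF-β1 library 1 (0.130), knockout control 1 (0.0744), knockout control 2 (0.138) or knockout TGF-β1 library 2 (0.116, with a mean of 0.13).

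The genes called between genotypes in control libraries were mostly ribosomal protein genes and pseudogenes. A pair of the 18 called gene IDs held identical values and was counted once here, which left 17 genes, 11 of them pseudogenes. The 12 with a near-identical copy in the table fell into 10 families, and in 5 of these a copy moved the other way at an unadjusted p under 0.05, 50% against 4.38% of 297 other families (Fisher's exact p = 8.17e-05). The 10 were picked for holding a called gene and the others hold none, which by itself favours a higher share. In the Rps2 and Rpl3 families the opposite copy was itself called. The Fisher p is therefore not a fair test of shared reads. With all copies added up, Rps2 and its family had 1441 ± 506 TPM in knockout and 1486 ± 299 in wild-type controls and the Rpl3 family 833 ± 231 and 789.8 ± 201, and 0 of the 10 totals had an exact permutation p under 0.05, which does not show that they were equal. Reads divided differently between copies may therefore account for part of these calls and stay open for the other families, while Npy has no such copy among the tested genes. DNA flanking the targeted allele stays open, with 2 of 16 genes on the chromosome of Smad3 (12.5% against 5.36% of tested genes), and so does loss of Smad3, since the difference under TGF-β1 had a median ratio of 1.02 to that in controls and Smad3 can act without added ligand; strain background was not tested.

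After TGF-β1, 22 genes were called in wild type and 1 in libraries labelled knockout, while the test of the difference called none (limma; 569 at an unadjusted p under 0.05). The smaller number of treated libraries as the whole cause is argued against, since wild type with any 3 of its 4 TGF-β1 libraries gave at least 14 genes. A single library stays open, because without knockout TGF-β1 library 1 the count was 10. A response that needs Smad3 stays open as well, since Smad3 transcript goes against the labels in the treated libraries; the median ratio of knockout to wild-type effect over the genes called in wild type, 0.463, decides nothing, because genes selected for a large wild-type effect tend to a ratio under 1 even with equal effects.

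Microglia-type genes rose after TGF-β1 in libraries labelled knockout too. A swap of genotype labels among the treated libraries is argued against by the genes called between genotypes in controls, by which 7 of 7 treated libraries lay on the side of their own label. Leftover Smad3 transcript stays open: all 3 treated libraries lay above every control labelled knockout, only 1 of them with Smad3 under TPM 1, and depth is unknown, so a low value does not show that Smad3 was absent. The list did not follow measured Smad3 between the treated groups. All 4 wild-type TGF-β1 libraries listed Smad3 at 0 and had a mean of 6.92 for the list, against 6.44 in libraries labelled knockout. This cannot decide about leftover Smad3, because wild-type libraries carry the gene by label and a 0 there does not show absence. A response that may not need Smad3 stays open: the effects did not differ at an adjusted p of 0.389, which does not show that they were equal, and with an estimated correlation the list passed in libraries labelled knockout in only 1 of the 8 fits that left out 1 library.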

How the results depend on the processing

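The fits without the 6 libraries over 10% zeros, with the number of detected genes as a covariate, over protein-coding genes alone and with identical rows counted once, and the share under TPM 1, were chosen only after the result was seen. Named genes that were called kept their call and direction in 532 results over all alternatives and lost the call in 221. Called lists kept it in 229, lost it in 71 and turned in 1. That list was cholesterol synthesis in libraries labelled knockout, whose mean ran from -1.23 to 0.11 when 1 library was left out. Lists were not put through the low-value filters, the fit over the compared groups alone or the fit without the 6 libraries. Nor were they tested among protein-coding genes alone or with identical rows counted once. Named genes lost 22 calls in the fit over the compared groups and 29 without the 6 libraries. The totals for genes and lists are therefore not comparable. Of results that were not called, 17 for genes and 15 for lists passed under an alternative.

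After TGF-β1 in wild type (22 genes), 6 genes were called with no filter on low values, 5 in a fit over the compared groups alone, 5 without the 6 libraries over 10% zeros (0 of them among the 22), and 14 to 34 without 1 library. In libraries labelled knockout (1 gene), 0 were called with pseudocount 0.1, a filter of TPM 5, quantile normalization, a fit over the compared groups, without the 6 libraries, with the covariate, among protein-coding genes and with identical rows counted once, while pseudocount 10 gave 4, no filter 5, and leaving out 1 library 0 to 10. The difference of effects (0 genes; 569 at an unadjusted p under 0.05 in limma) gave 1 with no filter and 0 to 1 without 1 library. Between genotypes under TGF-β1 (19 genes), the compared groups alone gave 3, the fit without the 6 libraries 7, protein-coding genes 3, and leaving out 1 library 12 to 20; in controls (18 genes), the last 3 gave 8, 2 and 16 to 23. Over all comparisons 18 lists were called, 2 with an estimated correlation, 3 with fry and 13 to 21 without 1 library. Fewer libraries or genes enter several of these fits; otherwise the cause was not tested.

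Upper-quartile scaling moved the median of all genes between genotypes in controls from 0.11 to 0.24. Quantile normalization moved it after TGF-β1 from 0.09 to -0.03 in wild type and from 0.07 to -0.05 in libraries labelled knockout. The share of zeros that decided the kind of library, 8.78%, was 0.71% at a mean of 50 to 200 TPM and 22.5% when values under TPM 1 were counted. Smad3 kept its directions and p-values with pseudocounts 0.1 and 10, but not the size of its differences. Under TGF-β1 the log2 difference of 2.47 became 4.64 with pseudocount 0.1 and 0.80 with pseudocount 10. In controls, -1.16 became -1.61 and -0.43. Medians in place of means were not run, since they applied only if libraries were treated as single cells. Depth is unknown, so what it limits could not be measured.

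With the replicate number as a block, 0 genes were called after TGF-β1 in wild type, 0 in libraries labelled knockout, 0 between genotypes under TGF-β1 and 4 in controls. The numbers do not pair the libraries: the correlation of deviations ran from -0.0761 to 0.0204 over 15 pairs, 0 of them over 0.1, and 1 of the 15 correlated best with its own number.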

Other observations

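The tests of lysosomal, lipid and p53 lists were made only after the result was seen that drew attention to them, namely the genes called in wild type; the counts over other splits were planned. Genes known as targets of p53, a transcription factor activated by DNA damage and other stress, were higher after TGF-β1 in wild type. Leaving out Phlda3 and Trp53inp1, which had been called, 22 of 23 were positive with a median log2 difference of 1.81 (camera p = 5.86e-09; p = 0.00476 with an estimated correlation). In libraries labelled knockout 19 of 23 were positive with a median of 1.62 (p = 3.81e-09; p = 0.00440 with an estimated correlation). Cdkn1a was at 298 ± 206 TPM in wild-type controls and 1925 ± 1204 with TGF-β1, and at 225 ± 93.6 and 1193 ± 971 in libraries labelled knockout. The prediction for this list was written before its test, but Cdkn1a, which is also in the TGF-β target list, had been seen, and Gtse1 and Ckap2 are cell cycle genes as well. A p53 response under TGF-β1 may therefore be taken as a hypothesis from these libraries, with cell cycle and culture time not separated from it.

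The other added lists gave less. Of 21 genes of lipid uptake, storage and oxidation not called singly, 14 were negative in wild type (median -0.59, p = 0.0117; p = 0.0511 with an estimated correlation), and 10 of 21 in libraries labelled knockout, with a median of 0.12, a mean of -0.18 and a test direction of lower (p = 0.535); the difference between genotypes was not tested for this list. Of 30 lysosomal genes not called singly, 20 were positive in wild type (median 0.15, p = 0.127; p = 0.487 with an estimated correlation) and 16 in libraries labelled knockout (median 0.07, but a test direction of lower; p = 0.475, and p = 0.743 with an estimated correlation), so whether the lysosomal genes beyond those called rose together stays open.

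Other splits of the same libraries into groups of the same sizes were fitted in the same way. For TGF-β1 in wild type, 1 of 100 splits, the real one, gave as many as 22 genes, and the highest other gave 5. Chance is thus unlikely for the count of genes, though 100 splits do not exclude it. For lists, 11 of 100 gave at least the 6 called (highest other 9), and chance cannot be excluded. In libraries labelled knockout, 29 of 56 splits gave at least 1 gene (highest other 8) and 7 of 56 at least 7 lists (highest other 8), and chance cannot be excluded. For the difference of effects the real count of genes was 0 (limma; 569 at an unadjusted p under 0.05), which all 100 of 100 splits reach, so the splits test nothing there (highest other 20); 92 of 100 gave at least 1 list (highest other 7), and chance cannot be excluded. Between genotypes under TGF-β1, 1 of 35 splits gave as many as 19 genes (highest other 7), the smallest share that 35 splits allow. This makes chance unlikely but does not exclude it. For lists, 12 of 35 gave at least 3 (highest other 6), and chance cannot be excluded. In controls, 2 of 100 splits gave at least 18 genes, and 1 split other than the real one gave 27. A count of 18 is thus unlikely by chance, but chance cannot be excluded. For lists, 89 of 100 gave at least 1 (highest other 7), and chance cannot be excluded.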
